A study of Mus musculus with 14 samples. Its data were reported in "MicroRNA Networks in Mouse Lung Organogenesis" (2010).

How the data were processed

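Total RNA of pooled whole lungs of ICR mice (an outbred strain) was profiled at 7 time points, with 2 samples each. The time points were embryonic days 12, 14, 16 and 18 (E12 to E18), postnatal days 2 and 10 (P2 and P10) and adult. RNA was reverse transcribed with a multiplex primer pool and run on TaqMan Low Density Array cards, on which each well holds the quantitative PCR assay of 1 small RNA. Each sample was run on 2 cards, A and B. The 28 run files list 335 mouse assays on card A and 182 on card B, besides rat and control assays, but hold the plate layout and no threshold cycle (CT).

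The measurements used here are the authors' deposited ΔCT values, which the methods treat as log2 values: the CT of each miRNA minus that of U6, a small nuclear RNA used as internal control. A lower ΔCT is a higher level, and 1 cycle is a factor of 2 where amplification doubles per cycle. According to the methods, undetermined reactions and those above an upper CT limit were set to that limit. In the deposited values 2888 of the 7224 cells are blank instead. Of the 516 rows, 119 were blank in all samples and 219 were measured in all 14. The CT and U6 values behind the ΔCT were not used here. The design fixed before the data were examined started from CT and was applied to ΔCT.

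The rows carry an assay number, and the files do not pair these numbers with miRNA names. The 25 lists of miRNAs fixed beforehand, the miRNAs that the study names and the control assays could therefore not be identified by name among the rows. They were not tested or given values by name. At most 2 assay numbers that rose and 2 that fell are printed. Other assays are described by their values alone.

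Expression was taken as minus ΔCT. Blanks were set to one common floor, the highest deposited ΔCT of 19.9. This departs from the planned floor, which needed CT. Assays measured in both samples of at least 1 time point were kept, which left 350. The number of assays measured ranged from 272 to 335 per sample, and 2 samples per time point limit the precision. In E14 replicate 2, 5 values below 0.001 were set to missing, and the filter then removed their assays.

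Time points were compared with limma 3.58.1 in R 4.3.3 (a linear model per assay with 1 mean per time point, all 14 samples, moderated variance). The moderated F test over the 6 successive steps gave the assays changed over the time course. Moderated tests of single differences gave 9 comparisons, all two-sided. P-values were adjusted by Benjamini-Hochberg over the 350 assays, within each comparison, and an adjusted p below 0.05 was called. The study's criteria were applied as an adjusted p below 0.05 of the F test, a lowest time-point mean ΔCT below 10 and a range of means above 2.2. Similarity of replicates was tested with 100000 random pairings of the 14 samples, one-sided. Changed assays were assigned to the time of their highest mean and divided into 5 patterns by average-linkage clustering on 1 minus Pearson r over the 7 means. The sources used here do not say whether the 2 samples of a time point came from separate pools of animals, so that p-values measure only the spread between these samples, which may be technical.

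The rule for assays printed by number was fixed beforehand: the largest changes between adult and E12 past the threshold, measured in all 4 samples, with no overlap between the 2 groups. Its first 2 in each direction are given. Folds are 2 to the power of the difference, and errors of differences are limma's standard errors (SE). A fold against a time point with no measurement is given as "at least", with each blank sample at its own highest measured ΔCT instead of the common floor, and holds where the blank was a level below detection and not a failed reaction.

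The procedure was tested on 20 simulated tables of 350 assays, with the real mean levels, rounding to whole cycles and blanks above the floor. All assays had 1 spread between replicates (SD 0.63 cycles), and changes ran evenly over the 7 time points. The tables held no shift shared by the assays of a sample, no difference in spread between time points and no blanks at higher levels. The shares called therefore do not carry over to real data that have these. In the comparison of adult with E12, a mean of 58.6% of assays with a log2 change of 2 (37.5% to 77.5% over the tables) and 95.3% of those with a change of 3 were called, against 1.5% of unchanged ones. For the F test over the 7 time points, 49.1% (22.5% to 67.5%) and 91.1% (72.5% to 100%) were called, against 1.26% of unchanged assays.

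The alternatives planned before the data were examined and run were scaling each sample to the mean of the 219 assays measured in all samples (global mean, over both cards, since the rows do not name their card), only those 219 assays, no filter, the methods' ordinary test, a variance trend, the replicate number as a block, card A run day as a random block and leaving out each sample. Run day was the order of the days on which the run files of a card were last saved. Samples of successive time points shared a card A day at 5 of the 6 steps and a card B day at 0. Blanks as missing, a floor per sample, a random part of a cycle added to each value (median of 20 draws) and the global mean with the 219 assays were chosen after seeing the data. Figures were drawn with matplotlib.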

Results

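MiRNA levels were measured in the developing mouse lung from E12, when the airways branch, to the adult, in order to find miRNAs whose level changes over lung development. The series held 14 samples, 2 at each of E12, E14, E16, E18, P2, P10 and adult. Of the 516 deposited rows, between 272 (P10 replicate 1) and 335 (E16 replicate 2) were measured per sample. The lowest ΔCT, which is the highest level, was 0.13 in adult replicate 1. Between 90.7% and 95.6% of the values of a sample lay within 0.1 cycle of whole-cycle steps from 2 starting decimals. Evenly spread decimals would give 40% for 2 positions fixed in advance. The 2 positions were searched for here, which raises that share by an amount not computed. Most values therefore resolve differences of about 1 cycle. An SD of 2 samples is small where both fell on the same step and larger where they fell on neighbouring steps. Such an SD does not measure a spread finer than 1 cycle.

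The mean ΔCT of the 219 assays measured in all samples moved with the time point. It was 11.6 and 11.4 in the 2 samples at E12, 11.0 and 10.9 at E16, 9.94 and 10.4 at E18, and 11.6 and 11.0 at P2. The median change of the 350 kept assays was 0.99 on the log2 scale from E12 to E18 and -1.13 from E18 to P2. Scaled to the global mean in place of U6, these medians were -0.38 and -0.02. Levels against U6 are therefore given beside levels against the global mean wherever the direction of the calls depended on the scaling.

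**Figure D1:**
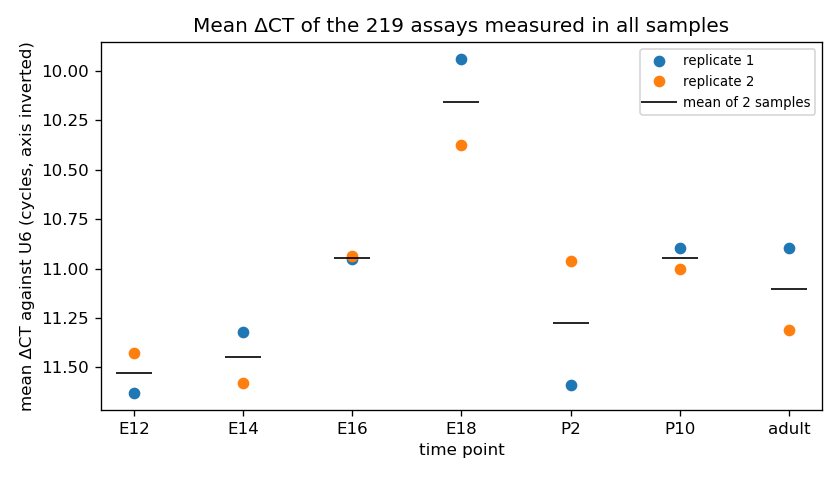
Mean ΔCT against U6 (cycles, inverted axis) of the 219 assays measured in all 14 samples, by time point. Points are samples and bars the mean of 2 samples. Both E18 samples, at 9.94 and 10.4, lay above all others.

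Samples of one time point resembled each other more than samples of different time points. The mean Euclidean distance was 30.1 within the 7 pairs and 48.4 between time points, a ratio of 0.62 (permutation p = 2e-05, one-sided). In 6 of these 7 pairs both samples also shared a card B day. The distances therefore do not separate time point from run day or from a common pool of animals. The nearest sample was the replicate for 10 of the 14 samples. Principal component 1 held 46.5% of the variance and ran from E12 to adult, with all samples before birth on one side and all samples after birth on the other. Principal component 2 held 15.4% and had its 2 highest values at E18.

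**Figure D2:**
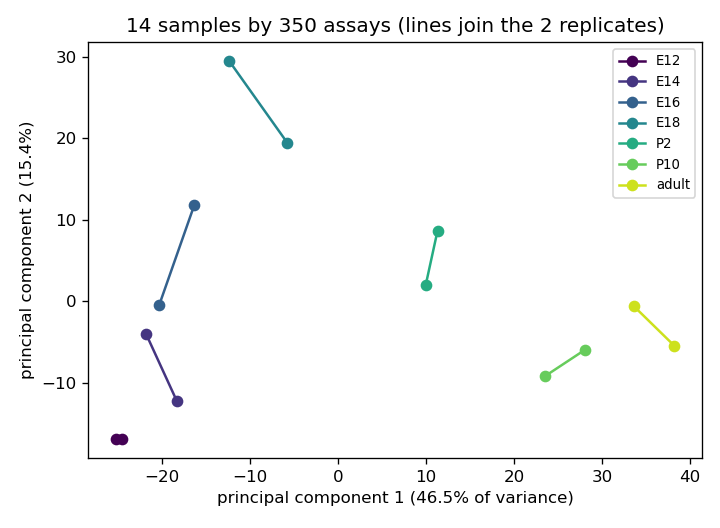
Principal components 1 (46.5% of the variance) and 2 (15.4%) of the 14 samples over 350 assays. Lines join the 2 samples of a time point, and E12 and adult lie at opposite ends of the first component.

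The first question of the time course was how many miRNAs changed at all. Of the 350 assays, 199 (56.9%) changed over the 7 time points by limma's moderated F test, and 80 met the study's 3 criteria as applied here. With limma's test and blanks at the floor, the 80 is not a repeat of the study's own larger count, given below. After scaling to the global mean 204 changed and 69 met the criteria, of which 187 and 61 were the same assays. The median range of the changed assays was 3.54 on the log2 scale, with blanks at the floor. Among the 10 widest ranges measured at both ends, from 67.2-fold to 779-fold, the highest mean against U6 lay in the adult for 5, at E18 for 4 and at E12 for 1. Scaled to the global mean, it lay in the adult for the same 5, at E12 for 2, at E16 for 2 and at E18 for 1. The 5 widest ranges with no measurement at the lowest time point were at least 308-fold to at least 1946-fold, and 4 of these 5 assays were highest at E12 against U6 and all 5 with the global mean.

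The comparison of the adult with E12 gave the total change. In the adult 86 assays were higher and 82 lower than at E12, with a median log2 change of 0 over all 350 assays, with blanks at the floor, and of 0.45 over the 219 assays measured in all samples. Against the global mean 76 were higher and 111 lower, and 76 higher and 82 lower calls were shared by both scalings. Of the calls against U6, 72 rises and 45 falls were measured in all 4 samples with no overlap between the groups, with medians of 2.47 and -3.06 on the log2 scale. The 10 largest of these in each direction, 31.3-fold or more up and 23.5-fold or more down, were also called with the global mean. With only the 219 assays measured in all samples, 75 rises and 48 falls were called.

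The 2 largest rises among assays measured in all 4 samples were those of assays 2112 and 587. Assay 2112 went from a ΔCT of 13.6 ± 0.61 (SD, n = 2) at E12 to 5.61 ± 0.75 (SD, n = 2) in the adult, a 247-fold rise (log2 change 7.95, SE 0.60, limma adjusted p = 9.98e-06). Its 2 called steps were rises of 3.08 on the log2 scale from E16 to E18 (limma adjusted p = 0.0170) and of 3.45 from P10 to adult (adjusted p = 0.00939). Both steps were also called with the global mean. Its mean ΔCT also went from 13.6 at E12 to 12.6 at E14 and 11.6 at E16, with neither step called. Assay 587 went from 17.1 ± 0.11 to 9.65 ± 0.74 (SD, n = 2 each), a 175-fold rise (log2 change 7.45, SE 0.52, adjusted p = 6.22e-06). Its single called step was that from P10 to adult, with a log2 change of 3.43 (SE 0.52, limma adjusted p = 0.00783). Assay 587 was already higher at E18 than at E12, with a log2 change of 3.50 (limma adjusted p = 0.00108). With the global mean this change was 2.13 (limma adjusted p = 0.00451).

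The 2 largest falls among assays measured in all 4 samples were those of assays 2332 and 1979. Assay 2332 had a ΔCT of 7.08 ± 0.11 (SD, n = 2) at E12 and 7.09 ± 0.01 at E18, and 16.7 ± 0.73 (SD, n = 2) in the adult, 779-fold below E12 (log2 change -9.61, SE 0.43, limma adjusted p = 6.64e-07). Against U6 it fell by 3.15 on the log2 scale from E18 to P2, by 4.34 from P2 to P10 and by 2.11 from P10 to adult (limma adjusted p = 0.00344, 2.95e-04 and 0.0181). Scaled to the global mean, it was already lower at E18 than at E12 (log2 change -1.37, adjusted p = 0.0461), and the step from E18 to P2 had an adjusted p of 0.0517. Assay 1979 went from 7.60 ± 0.62 at E12 to 14.2 ± 0.002 in the adult (SD, n = 2 each), a 96.2-fold fall (log2 change -6.59, SE 0.45, limma adjusted p = 6.17e-06). The SD of 0.002 comes from 2 samples on the same whole-cycle step and is no measure of precision. From E18 to P2 it fell by 1.63 on the log2 scale, which was called against U6 (adjusted p = 0.0368) and not with the global mean (0.531), and its later steps were called with both.

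**Figure D3:**
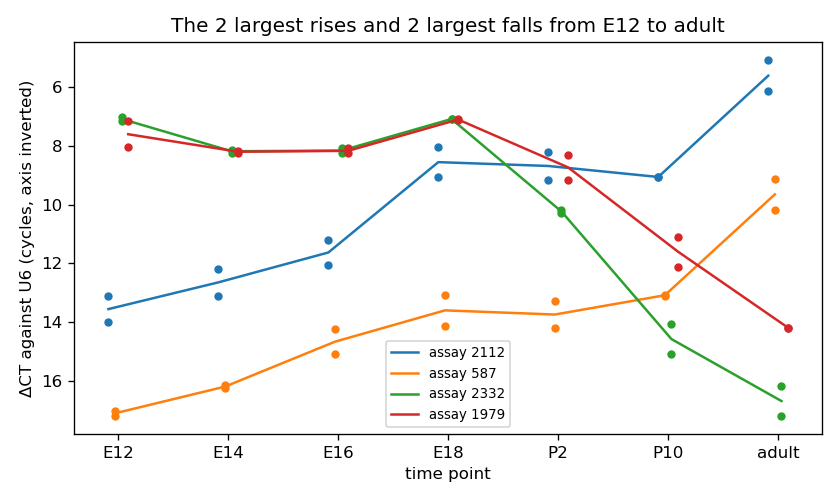
ΔCT against U6 (cycles, inverted axis) of assays 2112, 587, 2332 and 1979 by time point. Points are the 2 samples of a time point and lines join the means. The mean ΔCT of assays 2332 and 1979 stayed between 7.08 and 8.20 from E12 to E18, and their levels then fell. The other 2 assays were highest in the adult.

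E18 was set against both ends of the course. Against U6, 105 assays were higher at E18 than at E12 and 7 were lower. Against the global mean the split was 40 higher and 55 lower, and 40 rises and 7 falls were called with both. The widest rise measured in all 4 samples was 721-fold against U6, and rises from E12 to E18 are smaller with the global mean. From E18 to adult 19 assays rose and 102 fell against U6, 55 rose and 72 fell with the global mean, and 56 rose and 47 fell with the global mean and only the 219 assays. The number called between E18 and E12, 112 in all, was 64 without E18 replicate 1 and 74 without E12 replicate 1.

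The 6 successive steps showed when changes took place. From E12 to E14, 3 assays rose and 3 fell, and from E14 to E16, 3 rose and 0 fell (by the methods' ordinary test 1 and 0, and 54 assays in either direction at an unadjusted limma p below 0.05). From E16 to E18, 17 rose and 3 fell. Against U6 and with all samples, the step across birth, from E18 to P2, had the most calls, 0 higher and 81 lower in limma. By the methods' ordinary test it had 0 and 66, and 131 in either direction had an unadjusted limma p below 0.05. With the global mean it had 8 calls in all, and the step from P2 to P10 had the most, 36. From P2 to P10, 13 rose and 22 fell, and from P10 to adult, 13 rose and 10 fell. Which direction had more calls at these last 2 steps depended on the processing. With only the 219 assays 45 rose and 21 fell from P2 to P10 and 16 rose and 25 fell from P10 to adult, and with blanks as missing 42 rose and 18 fell, and 16 rose and 24 fell. Scaled to the global mean, the 219 assays gave 31 rises and 34 falls, and 18 rises and 24 falls. Against U6, the largest falls measured in all 4 samples were 12.7-fold at P2, 20.3-fold at P10 and 23.9-fold in the adult, each against the time point before. Falls from E18 to P2 are smaller with the global mean, for assay 2332 a log2 change of -2.03 in place of -3.15.

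The calls at these steps depended on the scaling. With the global mean, the step from E18 to P2 had 1 rise and 7 falls, and all 7 of these falls were also called against U6. At the other steps the global mean gave 5 rises and 5 falls at E14, 5 and 3 at E16, 7 and 6 at E18, 8 and 28 at P10, and 18 and 13 in the adult. Single samples also set the number called between P2 and E18, which was 14 without E18 replicate 1 and 23 without P2 replicate 1. From E16 to E18 it was 10 without E18 replicate 1 and 33 without either P2 sample, and from P2 to P10 it was 13 without P10 replicate 1 and 22 without P10 replicate 2. From P10 to adult 7 rose and 22 fell without adult replicate 1. The step from E12 to E14 had 11 calls without E12 replicate 1. The step from E14 to E16 had between 0 and 10 calls when single samples were left out.

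Run days followed the time points in part for card A, where 5 of the 6 steps had samples of both time points on 1 day, and fully for card B, where 0 did. The 219 assays span both cards, and the rows do not name their card. Between samples that shared a card A day, and not a card B day, their mean level rose by 1.00 cycle from E16 to E18 (3 samples) and changed by -1.22 from E18 to P2 (2 samples), against 0.79 and -1.12 over all samples of these time points. It changed by 0.21 from E12 to E14, 0.07 from P2 to P10 and 0.11 from P10 to adult between such samples, against 0.08, 0.33 and -0.15. E14 and E16 shared no day on either card. The 2 samples of a time point shared a card B day at 6 of the 7 time points and a card A day at 2.

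**Figure D4:**
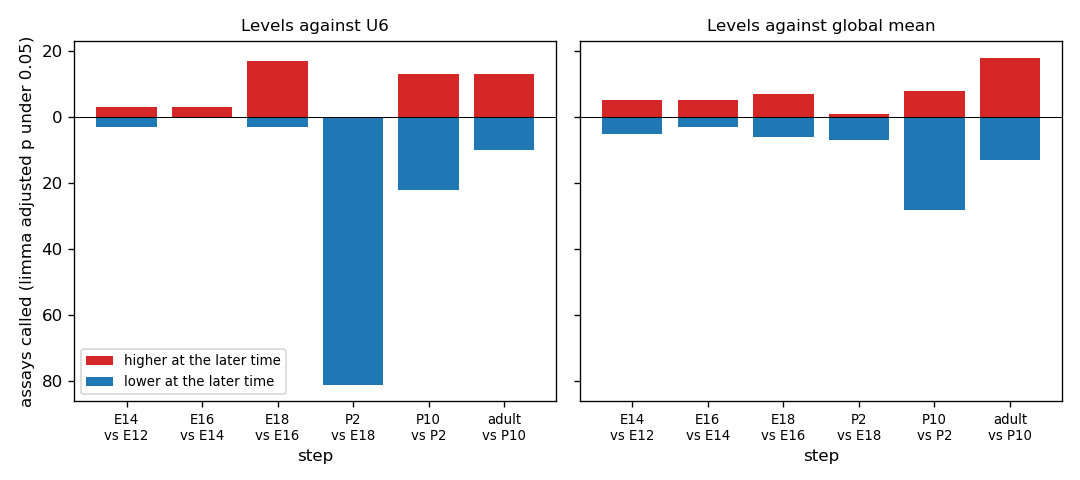
Assays called higher (upward bars) or lower (downward bars) at the later time point of each step, with levels against U6 (left) and against the global mean (right). The 81 falls from E18 to P2 against U6 stand against 7 with the global mean.

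The changed assays were also grouped by the time of their highest mean level. Against U6, 130 of the 199 were highest before birth and 69 after, with 75 at E18, 42 in the adult, 35 at E12, 26 at P10, 14 at E16, 6 at E14 and 1 at P2. With the global mean 121 of 204 were highest before birth and 83 after, but 69 lay at E12, 60 in the adult and 16 at E18. Of the 219 assays alone, scaled to the global mean, 88 changed assays were highest before birth and 91 after. Of the 187 assays changed under both, 114 had their highest level at the same time point.

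Clustering into 5 patterns against U6 placed 93 assays in a rising pattern, with mean deviations from -1.60 at E12 to 1.36 in the adult on the log2 scale. A falling pattern of 90 assays stayed between 1.09 and 1.38 through E18 and reached -0.81 at P2 and -2.54 in the adult. All deviations here rest on means with blanks at the common floor. Where an assay was blank, the depth of its fall is set by that floor. A pattern of 7 assays was highest at E12 and lowest at P10, another 7 were highest at E18 with a deviation of 2.00, and 2 formed the last. With the global mean the falling pattern held 114 assays and declined at every step, from 1.60 at E12 to -2.06 in the adult. The rising pattern then held 81, and 5 assays were highest at E18 (1.51).

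**Figure D5:**
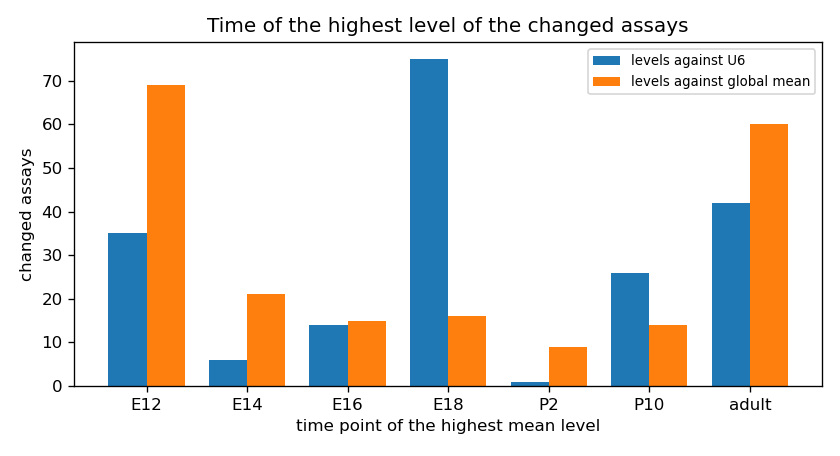
Number of changed assays by the time point of their highest mean level, with levels against U6 (199 assays) and against the global mean (204 assays). E18 held 75 assays against U6 and 16 with the global mean.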

Values the study reported

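The study measured 521 miRNAs. With its 3 criteria, it identified 117 dynamically regulated miRNAs by analysis of variance and 121 with the EDGE method, of which 116 were shared. It gave the widest changes as 1520 fold for miR-466d-3p, 975 fold for miR-449a, 479 fold for miR-29a, 278 fold for miR-146b and 255 fold for miR-409-3p. MiR-126-3p had the highest level, with a ΔCT of 0.14. By expression pattern, 61 miRNAs were low early and highest late in gestation, after birth or in the adult. The other 56 were high in the embryo and decreased after birth. Each of these groups held a pattern with its peak at E18, so that they are not a division by peak before or after birth.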

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

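The tests of this part were chosen after the values had been seen. In E14 replicate 2, 5 deposited values lay near 0 and were left out of the comparisons as not being ΔCT like the rest. They stood out because, read as ΔCT, they would be the highest levels in the whole series. Read as linear values (2 to the power of minus ΔCT) and turned back to cycles, all 5 fell within the range of that sample, between 13.1 and 17.2. All 5 then equalled the ΔCT of the same assay in E12 replicate 1 within 0.0001 cycle, while 0 of 305 other assays measured in both samples did, and none of the 5 assays had a value in any other sample. A candidate explanation is therefore values of E12 replicate 1 written into the other column on a linear scale. No biological explanation was tested. Whether the remaining values of E14 replicate 2 were handled differently was not tested.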

How the results depend on the processing

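The floor per sample, blanks as missing, the random part of a cycle and the global mean joined with the 219 assays were chosen after seeing the data. The 4 assays printed by number kept their direction and call under all alternatives run, with adjusted p up to 1.82e-04 when single samples were left out. The numbers of assays changed over the course, meeting the 3 criteria, higher in the adult than at E12, changed from E18 to adult, and peaking before or after birth stayed within 1.5 times under every alternative, but the direction with more of them did not always hold. With the global mean and the 219 assays 88 peaked before birth and 91 after, and 56 rose and 47 fell from E18 to adult. The ratio of distances stayed between 0.41 and 0.66. No filter and the floor per sample moved no total by more than 1.5 times.

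The single steps moved most, and the cause was not tested unless named. The global mean gave 10 calls at E14, 8 at E16, 13 at E18 and 8 at P2, by taking out a shift shared by all assays. The 219 assays alone, which leave out those with blanks, gave 48 falls from E12 to adult, and 3 calls at E14, 10 at E16, 52 at E18, 66 at P10 and 41 in the adult. Together these 2 choices gave 12 at E14, 17 at E16, 20 at P2, 65 at P10 and 42 in the adult. Blanks as missing gave 10 at E16, 58 at E18, 60 at P10 and 40 in the adult. At P10 and in the adult the 219 assays and blanks as missing also turned the direction with more calls: 45 rises and 21 falls, and 42 and 18, at P10, in place of 13 and 22, and 16 and 25, and 16 and 24, in the adult, in place of 13 and 10. The global mean with the 219 assays gave 31 and 34 at P10, and 18 and 24 in the adult. The methods' ordinary test gave 1 at E16 and 34 at E18, card A run day as a random block likewise 1 and 34, and the variance trend 31 at E18. A random part of a cycle, which widens the spread by construction, gave 1 at E16, 13 at E18, 44.5 at P2 and 23 at P10.

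Leaving out single samples gave 64 to 119 calls between E18 and E12, and 4 to 11 at E14, 0 to 10 at E16, 10 to 33 at E18, 14 to 95 at P2 and 13 to 39 at P10. Without adult replicate 1 there were 64 rises and 89 falls from E12 to adult, in place of 86 and 82, and 7 rises and 22 falls from P10 to adult. A time point left with 1 sample was assumed to vary like the others. Same-numbered samples did not deviate together (median r of -0.02 over 21 pairs of time points, across assays, 3 of them over 0.1), so the numbers were not taken to pair samples. With the replicate block 174 assays changed over the course and 59 from E18 to P2, and no total moved by more than 1.5 times, while rises were 1 in place of 3 at E14, 11 in place of 17 at E18 and 7 in place of 13 at P10.

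Other small RNAs as normalizer, U6 averaged over cards, rat assays, a floor on CT and all tests of the miRNA lists were not run, since they need CT or miRNA names. The deposited ΔCT, planned as an alternative, and a floor set after normalization were the values reported. Blanks and the whole-cycle steps limit the resolution. Of 271 pairs with 1 blank, the other replicate had a ΔCT below 15 in 85 and below 12 in 18.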

Other observations

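The scaling to the global mean and the count of random groupings were planned, and the tests of measured assays, run day and shared decimals were chosen after the result was seen. Fewer assays were measured after birth than before. The 8 samples before birth had 325.4 ± 6.61 (SD, n = 8) measured assays and the 6 samples after birth 288.0 ± 15.7 (SD, n = 6), with no overlap (exact permutation test, two-sided, p = 0.000333, the smallest it can give, 1 of 3003 divisions of the samples). In both E12 samples and neither adult sample 34 assays were measured, against 8 in the opposite direction. Measured in all samples before birth and in none after were 4 assays, at least 4.33-fold to at least 43.4-fold higher before birth where the blanks were levels below detection, and 0 showed the reverse. In 100 random divisions of the samples into 8 and 6, the highest such counts were 1 and 0. Both sets of divisions treat the samples as independent and separate the 2 samples of a time point, which share their age. The p-value and these counts therefore overstate the evidence for a difference at birth. Run order was not separated from age here, since card B days followed the time points fully.

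The assay with the lowest mean ΔCT over all samples was at a higher level in the adult than at E12. Its ΔCT was 5.09 ± 0.11 at E12, 3.68 ± 0.62 at E16, 1.59 ± 0.75 at E18, 1.72 ± 0.64 at P2 and 0.14 ± 0.01 in the adult (SD, n = 2 each, limma adjusted p of the F test 1.62e-04). It had the lowest ΔCT of its sample in both samples of each time point from E18 on and in neither sample of E12, E14 and E16. Its adult value equals the ΔCT that the study gives for its miRNA with the highest level, but the row carries no name.

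Most assays were higher against U6 at E18 and lower again at P2. Samples of different time points that shared a card A day differed in mean level by 1.00 and -1.22 cycles at these 2 steps, in size more than the 2 samples of E18 (0.43) or P2 (0.63) differed. These 2 values depend on which replicate shared the day. With E16 it was E18 replicate 1, at a mean ΔCT of 9.94 against 10.4 in E18 replicate 2. With E18 it was P2 replicate 1, at 11.6 against 11.0 in P2 replicate 2. Run day stays open all the same, because the level pools both cards and no card B day was shared between successive time points. Scaling to the global mean left 8 calls between P2 and E18 in place of 81, so most of the calls went with a mean shift of the samples. That scaling takes out such a shift by construction, whatever its cause. The count therefore does not tell U6 or RNA input from a change of the miRNAs. A rise of most miRNAs themselves at E18, by the median of 0.99 on the log2 scale, and a lower U6 level give the same values and cannot be told apart here, as all ΔCT rest on U6.

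The ΔCT values of a sample shared their decimals. At least 90.7% of the values of every sample lay within 0.1 cycle of whole-cycle steps from 2 decimals. Evenly spread decimals give 40% for 2 decimals fixed in advance, and more for the best 2, which were searched for here. CT values close to whole cycles before U6 was subtracted would give such steps. The first decimal alone held from 71.4% (P2 replicate 1) to 89.7% (E16 replicate 1) of a sample's values. In most samples the second decimal adjoined the window of the first, as 0.88 did 0.08 in E12 replicate 1. The second decimal is therefore no evidence of a different U6 value on each card, and the rows do not name their card.

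The number of changed assays was also counted in random pairings of these 14 samples. Of 100 splits of the samples into 7 pairs, 1, the real one, gave 199 changed assays, and the highest other gave 47. Many more splits are possible. Random pairs join samples of different ages, which widens the spread within pairs, so that the count restates the resemblance of replicates. In 6 of the 7 real pairs both samples also shared a card B day, so that this count does not separate time point from run day, and it does not test differences between pools of animals.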
